A study of Mus musculus with 8 samples. Its data were reported in "Distinctive molecular features of regenerative stem cells in the damaged male germline" (2022).

How the data were processed

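RNA-seq was performed by the authors on undifferentiated spermatogonia (A_undiff) of adult C57BL/6J mice aged 6 to 8 weeks that were untreated (CTRL) or had received a single 10 mg/kg dose of the alkylating agent busulfan (BU) and were taken at D10. The sort took cells with surface E-cadherin and CD49f (α6-integrin) and left out those with c-KIT. RNA was amplified as cDNA by the single primer isothermal method (SPIA) and sequenced as 100 bp paired-end reads. The authors ran the RNAsik pipeline, and the submitters' processing notes name GRCm38, featureCounts, edgeR and limma. The aligner, the annotation release and the strand setting were not given in the sources used here. SPIA amplification and sorting of few cells can change the relative yield of transcripts, and without a stated strand setting reads of a gene and of an antisense partner cannot be told apart.

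The deposited table holds raw read counts per gene for 8 libraries, with no normalisation, and these counts were the input for every test. Beside them the authors deposited log2 fold changes from limma-voom, mean log2 CPM, p-values with Benjamini-Hochberg adjusted p-values, and gene lengths in bp. A further 8 per-sample columns of CPM were not used. The table lists 14608 genes. Each of them reached a CPM of at least 1 in at least 4 libraries, so genes below that level were not analysed here. Every CTRL column names its replicate. The BU columns are numbered 2 to 5 and the BU labels otherwise, so BU columns were assigned to the group and not to a single labelled sample, and are called BU 2 to BU 5 here. No batch or date was given in the labels. The study's methods give 4 mice per group, and the labels do not tie each library to a single mouse, so p-values measure the spread between these libraries. Coordinates are those of the deposited table, and gene models of GENCODE release M21 were used to find overlapping genes and biotypes. Of the listed symbols, 97.4% were found there.

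BU was compared with CTRL by limma-voom (limma 3.58.1 and edgeR 4.0.16 in R 4.3.3). Genes were filtered with filterByExpr, which removed 0 of the 14608 genes, counts were scaled by TMM factors, and the fit held the group alone. A DEG had a Benjamini-Hochberg adjusted p under 0.05 over all genes tested and a fold change over 1.5. Every adjusted p of a gene given in the text comes from this limma fit, with log2 fold changes as BU minus CTRL and their standard error (SE). CPM values are TMM-scaled and are given as mean ± SD of 4 libraries.

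The 30 gene lists and marker lists, the rule for named genes, the tests and most alternatives were set before the data were examined. Lists with 3 or more tested members (27 of the 30) were tested against all other genes with limma's camera at a preset inter-gene correlation of 0.01, and adjusted over the 27 lists. Camera with an estimated correlation and fry were run beside it. The p of fry tests whether the genes of a list move on balance in 1 direction, without comparison to other genes. Genes were named where they were among the 10 largest rises or the 10 largest falls of DEGs with mean log2 CPM of at least 3 and no overlap between the groups, where the study named them, where they were among the 4 members of a list with the smallest adjusted p, or where they encode a sort marker. This gave 135 genes, of which 98 were DEGs, and 3 of the 135 are not reported here singly. Shares of counts were compared by exact permutation tests over 70 assignments, two-sided, for which the smallest possible p is 0.0286.

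The code was tested on simulated counts with the means and library sizes of these 14608 genes for BU against CTRL, with 100 genes changed 2-fold and 100 genes changed 4-fold. Limma-voom recovered 94% of the 2-fold and 100% of the 4-fold changes, with 5 false calls. Camera called 0 of 25 random lists. The simulated genes varied independently of each other, so this does not cover lists whose members vary together between libraries. Alternatives were edgeR's quasi-likelihood test, DESeq2 (1.42.0), limma's treat test, 3 other scalings, other count filters, sample quality weights, other thresholds, lists without study-named or shared members, and leaving out each library in turn. Alternatives added after the data were seen were removal of a length and GC trend, the table without mitochondrial genes, the share of satellite-like genes as a covariate, and a fit without BU 3 and BU 5. BU 3 and BU 5 were left out together because they had the highest summed CPM of C3 and Cp among the BU libraries. Satellite-like genes are predicted genes that resemble major satellite repeats. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for tables and plots.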

Results

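Sorted A_undiff from control testes (homoeostatic A_undiff, CTRL, 4 libraries) and from testes 10 days after low-dose busulfan (regenerative A_undiff, BU, 4 libraries) were profiled by RNA-seq. Total counts per library ranged from 18152779 to 23875108 in CTRL and from 17181963 to 24243985 in BU (exact permutation p = 0.4, 0.5 adjusted over the 5 planned library measures). Each library had counts for at least 14607 of the listed genes (exact permutation p = 1.0). Mitochondrial genes took 41.7 ± 1.94% of counts in CTRL and 43.6 ± 1.54% in BU (SD, n = 4 each, exact permutation p = 0.2, adjusted 0.333). At this depth the median SE of a log2 fold change was 0.126. Ribosomal protein genes took 0.547 ± 0.0381% and 0.470 ± 0.0409% of counts (exact permutation p = 0.0571, adjusted 0.286), and the 10 most abundant genes 45.9 ± 1.38% and 48.0 ± 1.71% (exact permutation p = 0.114, adjusted 0.286). Without mitochondrial genes the 10 most abundant took 9.82 ± 1.13% and 10.4 ± 1.83% (exact permutation p = 0.657). Pairs of libraries of the same group had correlations of log2 CPM of at least 0.974 and differed by at least 7.12 times the sampling noise (chi-square per degree of freedom), so all were counted as separate libraries. By this measure BU 3 stood apart, differing from the other BU libraries by 31.2 to 36.3 times that noise against 8.34 to 12.4 among the other 3. By correlation of log2 CPM it stood apart less, at 0.974 to 0.980 with the other BU libraries against 0.979 to 0.982 among those. Without BU 3, 2021 genes were DEGs (1083 higher and 938 lower) against 1949 with all libraries.

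The comparison of BU with CTRL addressed how A_undiff that survive germ cell depletion differ from those of the undisturbed testis. Genes of the transit progenitor state fell and several genes of the stem state rose. These are values of a sorted pool, so a change within cells cannot be told from a change in its mix of progenitor and stem cells. Upp1, a uridine phosphorylase enriched in progenitors, fell from 27.4 ± 2.11 to 3.82 ± 1.08 CPM (7.49-fold), and Neurog3, a progenitor transcription factor, fell from 7.49 ± 1.54 to 1.35 ± 0.652 CPM (5.77-fold). Lhx1, a LIM homeobox factor of the stem fraction, rose 3.07-fold from 23.8 ± 3.83 to 73.2 ± 9.94 CPM. The proliferation gene Mki67 rose 1.97-fold, from 489.5 ± 13.7 to 966.9 ± 73.4 CPM, and Cdkn1a, which encodes the cyclin-dependent kinase inhibitor p21, rose 5.03-fold. Kit, whose protein was used to exclude differentiating cells from the sort, rose 5.35-fold.

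Of the 14608 genes tested, 1949 were DEGs in limma-voom, 993 higher and 956 lower in BU. The authors' deposited table called the same 1949 genes. The 4 CTRL and 4 BU values did not overlap for 1705 DEGs (87.5%), and for 30.3% of all genes against 2.86% by chance. The first principal component held 53.02% of the variance and separated the groups. With limma's treat test, which asks for a fold change reliably above 1.5, the count was 375, and with a fold change over 2 it was 664.

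Among well-expressed DEGs, the 10 largest rises had log2 fold changes of 1.63 to 2.51. They included C3 (complement component 3, 2.51, SE 0.30), Kit (2.42, SE 0.13), Cdkn1a (2.33, SE 0.15), Dmrtb1 (a transcription factor of differentiating spermatogonia, 2.09, SE 0.22) and Mme (the membrane peptidase neprilysin, 1.97, SE 0.22). Sez6, Hist1h2ba, C77370 and Ankle1 were also in this group. C3 ranged from 8.05 to 25.4 CPM in CTRL and from 50.8 to 102.3 CPM in BU, and markers of immune cells rose in the same libraries (median 1.16). The 10 largest falls had log2 fold changes of -2.90 to -1.83. Tmem63c fell from 35.5 ± 2.78 to 5.56 ± 2.03 CPM, the transcription factor Onecut2 from 61.5 ± 5.81 to 10.7 ± 2.31 CPM, and Six4, a homeobox factor, from 52.1 ± 0.940 to 12.2 ± 1.41 CPM. The chemokine gene Cxcl12 fell by 2.05 on the log2 scale (SE 0.16, adjusted p = 4.8e-08), and Fbxo32, a ubiquitin ligase component induced by FOXO factors, fell by 1.95 (SE 0.14). Upp1, Rin2, Epb41l4a, Ccdc180 and Spocd1 were the others. In the GRCm38 coordinates of the deposited table, Upp1 lies on chromosome 11 from 9118103 to 9136170, Onecut2 on chromosome 18 from 64340364 to 64398488, Kit on chromosome 5 from 75574916 to 75656722 and Cdkn1a on chromosome 17 from 29090979 to 29100722. Counts were summed over the annotated exons of each gene.

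**Figure D1:**
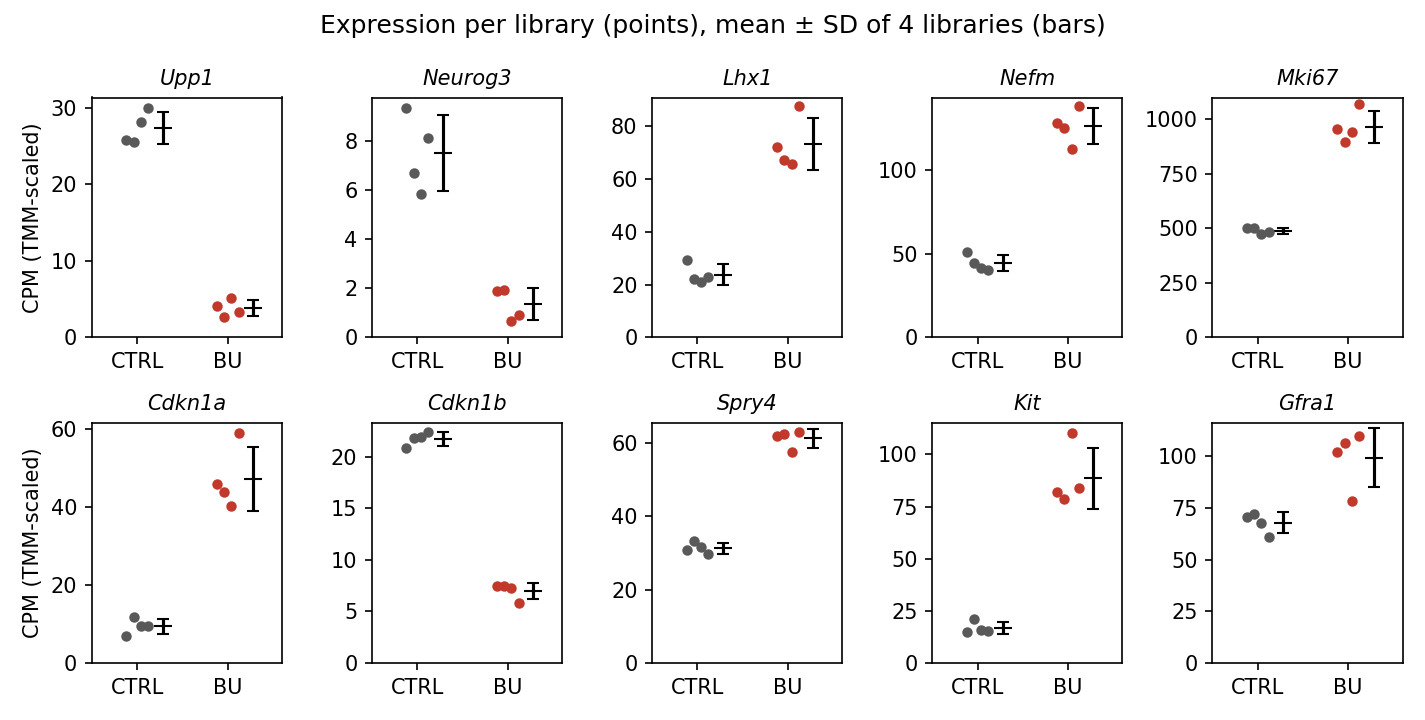
TMM-scaled CPM (y axis, linear from 0) of 10 named genes in each of the 4 CTRL and 4 BU libraries (points), with the mean ± SD of each group (bars). In Upp1, Neurog3 and Cdkn1b all BU libraries lie below the CTRL libraries, and in the other 7 genes all lie above them, with Gfra1 changing least (1.46-fold).

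Progenitor-associated genes were lower in BU as a group. Of 12 listed, 10 fell, 1 rose and 1 did not pass (median log2 fold change -1.35, camera adjusted p = 2.9e-08). Lin28a, which encodes an RNA-binding protein that blocks let-7 maturation, fell from 185.6 ± 5.48 to 78.6 ± 6.03 CPM (adjusted p = 6.8e-10). Piwil4, a partner of piRNAs, fell by 1.44 (SE 0.09) and Sall1, a zinc finger factor, by 1.42 (SE 0.10) on the log2 scale. Sohlh2, a bHLH factor that persists into differentiation, was the exception at 0.59 (SE 0.07). Its fold lay at the threshold, and its call was lost without CTRL 2, BU 2, BU 4 or BU 5, at 0.58, 0.58, 0.58 and 0.57, with scaling by library totals only (0.57) and with the share of satellite-like genes as a covariate (0.56). The study chose 5 of these 12 genes on these libraries, so the count is not independent evidence of direction. Of the 7 others, 5 fell.

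Stem-associated genes were mixed. Of 27 listed, 12 rose, 1 fell and 14 did not pass (median 0.53, camera adjusted p = 4.7e-05). The call was lost with an estimated correlation (adjusted p = 0.192 with an estimated correlation) and without members the study named or that other lists share (adjusted p = 0.634). Lhx1 rose with a log2 fold change of 1.62 (SE 0.11), Nefm, a neurofilament subunit, with 1.51 (SE 0.08), and Shisa6, a membrane protein, with 1.30 (SE 0.16). Egr3 and Epha2, which are not among the genes the study named from these libraries, rose from 15.04 ± 1.62 to 36.1 ± 5.47 CPM and from 10.9 ± 0.695 to 25.9 ± 3.18 CPM. Rhox10, named after its value was seen because it was the only member to fall, went from 7.08 to 2.58 CPM. Gfra1, the co-receptor for GDNF, was at 67.9 ± 4.95 CPM in CTRL and 99.2 ± 14.2 in BU, with an adjusted p of 2.6e-04 and a 1.46-fold difference below the fold threshold. Without BU 4 Gfra1 passed, at a log2 fold change of 0.65. Id4 was at 9.48 ± 1.17 and 10.95 ± 1.94 CPM (adjusted p = 0.34). The study chose 9 of the 27 on these libraries, so the count is not independent evidence, and of the 18 others 6 rose.

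Of 14 listed pan-spermatogonial genes, which mark A_undiff at large, 2 fell and 12 did not pass (camera adjusted p = 0.268). The genes that fell were Zbtb16, a transcriptional repressor needed for stem cell maintenance, from 186.1 ± 4.15 to 107.3 ± 8.95 CPM, and Foxo1, a transcription factor held in check by AKT, from 291.5 ± 19.2 to 170.7 ± 9.93 CPM. Among sort markers, Cdh1 (E-cadherin) was at 25.004 ± 1.06 and 24.6 ± 2.17 CPM (adjusted p = 0.80), and Itga6 (CD49f) had a log2 fold change of 0.26 (SE 0.05, adjusted p = 0.0015) and did not reach the fold threshold.

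Genes of DNA replication and mitosis were higher in BU. Of 27 G1/S genes 12 rose and 15 did not pass (median 0.58, camera adjusted p = 1.4e-16), and of 33 G2/M genes 11 rose and 22 did not pass (median 0.49, adjusted p = 3.1e-16). Rrm2, the regulated subunit of ribonucleotide reductase, rose from 16.5 ± 1.49 to 40.2 ± 2.93 CPM. Top2a, the replicative DNA topoisomerase, rose from 276.1 ± 9.93 to 483.4 ± 21.9 CPM and cyclin A2 (Ccna2) from 76.2 ± 5.18 to 134.2 ± 6.25 CPM. The study named 8 of these 60 genes from these libraries, so the combined count of 23 is not independent evidence, and of the 52 others 16 rose. With the treat test 4 of the 60 rose.

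Regulators of cyclin-dependent kinases moved apart. Of 16 listed, 5 rose, 2 fell and 9 did not pass (camera adjusted p = 0.366). Cyclins D1 and D2 (Ccnd1 and Ccnd2) had log2 fold changes of 1.07 (SE 0.08) and 0.84 (SE 0.06). The inhibitors diverged, Cdkn1a rising from 9.41 ± 1.98 to 47.2 ± 8.2 CPM while Cdkn1b, which encodes p27, fell from 21.7 ± 0.678 to 6.98 ± 0.811 CPM. Cdkn2c and Cdkn2d rose (0.87 and 0.59) and Cdk6 fell by 0.91, named after their values were seen to complete these counts.

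Targets of p53 were higher in BU, with 8 of 20 rising, 1 falling and 11 not passing (median 0.36, camera adjusted p = 1.5e-05). Besides Cdkn1a, Ccng1 (cyclin G1) rose from 43.7 ± 2.47 to 104.5 ± 5.73 CPM, the BH3-only gene Pmaip1 from 25.9 ± 1.75 to 57.7 ± 6.46 CPM and the kinase gene Plk2 by a log2 fold change of 1.31 (SE 0.14). Sesn1 was the member that fell, at -0.60 (SE 0.09), and its call was lost without BU 2 (-0.57) or BU 4 (-0.56) and with the share of satellite-like genes as a covariate (-0.52). Of 20 interstrand crosslink repair genes, 0 were DEGs in limma-voom, edgeR or DESeq2 (median 0.12, camera adjusted p = 0.21). At an unadjusted p under 0.05, 9 of them were higher and 3 lower. Brca2 had a log2 fold change of -0.37 (SE 0.06).

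Feedback genes of FGF and ERK signalling were higher in BU. Of 18 listed 12 rose and 6 did not pass (median 0.69, camera adjusted p = 1.9e-10). Spry4, an inhibitor of receptor tyrosine kinase signalling, rose from 31.3 ± 1.52 to 61.2 ± 2.5 CPM, and Phlda1 rose by a log2 fold change of 1.43 (SE 0.19). Genes on the opposite strand share 33.0% of the exonic bases of Phlda1, 24.4% of Spry1 and 23.4% of Ccnd1, so these values are uncertain. The study named 6 of the 18 from these libraries, so the count is not independent evidence. Of 21 growth factor receptor genes 7 rose and 14 did not pass (median 0.15, camera adjusted p = 0.0752). Fgfr2 rose from 5.49 ± 0.237 to 12.6 ± 3.28 CPM, and Pdgfra, also a marker of stromal cells, had a log2 fold change of 0.91 (SE 0.17). This list passed without CTRL 2 (adjusted p = 0.0419) or BU 4 (0.0491).

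Negative regulators of AKT and mTORC1 were lower in BU. Of 15 listed 3 fell (Ddit4, Zbtb16 and Sesn1) and 12 did not pass (median -0.24, camera adjusted p = 0.0304). The call was lost with an estimated correlation (adjusted p = 0.109 with an estimated correlation), without BU 5 (0.0514) and without members that other lists share (0.338). Ddit4, which encodes an inhibitor of mTORC1 and is also in the progenitor-associated list, fell from 15.8 ± 1.31 to 6.53 ± 2.31 CPM. Tsc1 was at -0.46 (SE 0.07) and did not pass. Of 20 cholesterol synthesis genes 4 fell and 16 did not pass (median -0.13, camera adjusted p = 0.0215), a call lost with an estimated correlation (adjusted p = 0.122 with an estimated correlation). Dhcr7 fell from 54.3 ± 4.13 to 32.9 ± 2.71 CPM, and Mvd and Idi1, the last named after its value was seen, also fell. Of 13 genes of the ATF4 amino acid response 1 rose and 1 fell (camera adjusted p = 0.544), the pseudokinase gene Trib3 falling by 1.83 (SE 0.26) and Ddit3 rising by 0.69 (SE 0.18). Of 17 glycolysis genes 1 rose, Hk2 at 0.82 (SE 0.09), and 1 fell, Eno1 at -0.63 (SE 0.09, lost without BU 4 at -0.55), and the list did not pass (camera adjusted p = 0.366).

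Interferon-stimulated genes were lower in BU. Of 12 listed 6 fell, 1 rose and 5 did not pass (median -0.56, camera adjusted p = 8.9e-04). Oasl2, an antiviral oligoadenylate synthetase-like gene, fell from 98.0 ± 9.36 to 27.6 ± 4.81 CPM. Parp14 fell by 0.88 (SE 0.10) and the RNA sensor Ifih1 by 0.84 (SE 0.11) on the log2 scale. The member that rose was Irf7, from 2.63 to 4.58 CPM, named after its value was seen. All 17 piRNA pathway genes were lower, of which 3 fell and 14 did not pass (median -0.37, camera adjusted p = 2.8e-08). Tdrd5, a tudor protein, fell from 107.8 ± 8.1 to 62.7 ± 3.19 CPM, and Henmt1, a piRNA methyltransferase named after its value was seen, by 0.62.

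Genes of the retinoid pathway had 8 rises and 1 fall among 16 listed, and the list did not pass (median 0.44, camera adjusted p = 0.153). Rarg, the retinoic acid receptor of progenitors, fell from 18.7 ± 1.52 to 7.61 ± 1.56 CPM. Aldh1a1 and Aldh1a3, which encode enzymes that make retinoic acid, rose from 6.54 ± 2.78 to 17.1 ± 5.35 CPM and from 7.32 ± 1.57 to 15.3 ± 1.53 CPM. The study also used Aldh1a1 to mark contaminating somatic cells in single-cell data from the same sort gate, so the source of its rise is uncertain. Of 18 DNA methylation and polycomb genes 3 rose, 1 fell and 14 did not pass (camera adjusted p = 0.592, tested upwards although the median was -0.020). Phf19 rose by a log2 fold change of 1.70 (SE 0.18), the maintenance methyltransferase gene Dnmt1 rose from 242.0 ± 11.2 to 377.1 ± 21.2 CPM, and Uhrf1, which recruits it, by 0.77 (SE 0.07). Tet3 fell by 0.67, named after its value was seen. Of 12 immediate early and stress genes 5 rose and 2 fell (camera adjusted p = 0.544, tested upwards although the median was -0.0018). Jun rose by 1.26 (SE 0.24), and the heat shock gene Hspa1a was lower by 2.12 (log2 fold change -2.12, SE 0.27), a value shared uncertainly with its near-identical copy Hspa1b, which also fell and was named after its value was seen.

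Markers of differentiating spermatogonia were higher in BU, with all 8 rising (median 0.84, camera adjusted p = 7.9e-07) by 0.59 to 2.42. Kit went from 16.7 ± 2.87 to 88.6 ± 14.6 CPM and Dmrtb1 from 4.28 ± 0.889 to 18.1 ± 4.92 CPM. Crabp1, a retinoic acid binding protein gene, rose by 0.62 (SE 0.12), and its call was lost without CTRL 4 (0.57) or BU 3 (0.53). Of 18 meiotic markers 2 rose, 1 fell and 15 did not pass (camera adjusted p = 0.592). M1ap rose by 0.66 (SE 0.10, a call lost with the share of satellite-like genes as a covariate, at 0.58), Rec8, a cohesin subunit gene named after its value was seen, by 0.75, and Spo11, which makes meiotic DNA breaks, fell from 15.4 ± 2.18 to 7.44 ± 0.891 CPM. Of 13 spermatid markers 0 were DEGs in limma-voom, edgeR or DESeq2, and 0 had an unadjusted p under 0.05 (camera adjusted p = 0.864).

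Markers of somatic cells moved in different directions. All 6 listed immune markers rose (median 1.16, camera adjusted p = 9.4e-04), a call lost with an estimated correlation (adjusted p = 0.137 with an estimated correlation). They are 6 of 14 markers set beforehand, the others not being among the listed genes. Listed genes had a CPM of at least 1 in at least 4 libraries, so a low marker could enter through BU alone. DESeq2 called 5 of the 6, and the CTRL mean of H2-Aa was 1.15 CPM. Mrc1, the macrophage mannose receptor, rose from 6.88 ± 0.245 to 15.7 ± 3.77 CPM and Cd74, the invariant chain of MHC class II, from 1.74 ± 0.949 to 5.91 ± 1.98 CPM. Of 10 Sertoli markers 2 rose (camera adjusted p = 0.340), Sox9 at 0.67 (SE 0.20) and Cldn11 at 1.30 (SE 0.36). The call of Sox9 was lost without CTRL 3 (0.52), and both calls were lost without BU 3 and BU 5 (0.56 and 0.85). Of 6 endothelial markers 1 rose, Kdr at 1.47 (SE 0.15, camera adjusted p of the list 0.340). Of 3 stromal markers Pdgfra rose, Col1a1 fell from 46.3 ± 3.54 to 17.6 ± 2.04 CPM and Myh11 did not pass (camera adjusted p = 0.825, tested downwards although the median was 0.29). The epithelial marker Pax8 rose from 6.32 ± 1.45 to 15.8 ± 4.78 CPM and Muc1 did not pass (-0.12, SE 0.21). The Leydig gene Star (-0.04, SE 0.16) and the erythroid gene Alas2 (0.07, SE 0.20) did not pass and were the sole listed members of their lists.

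**Figure D2:**
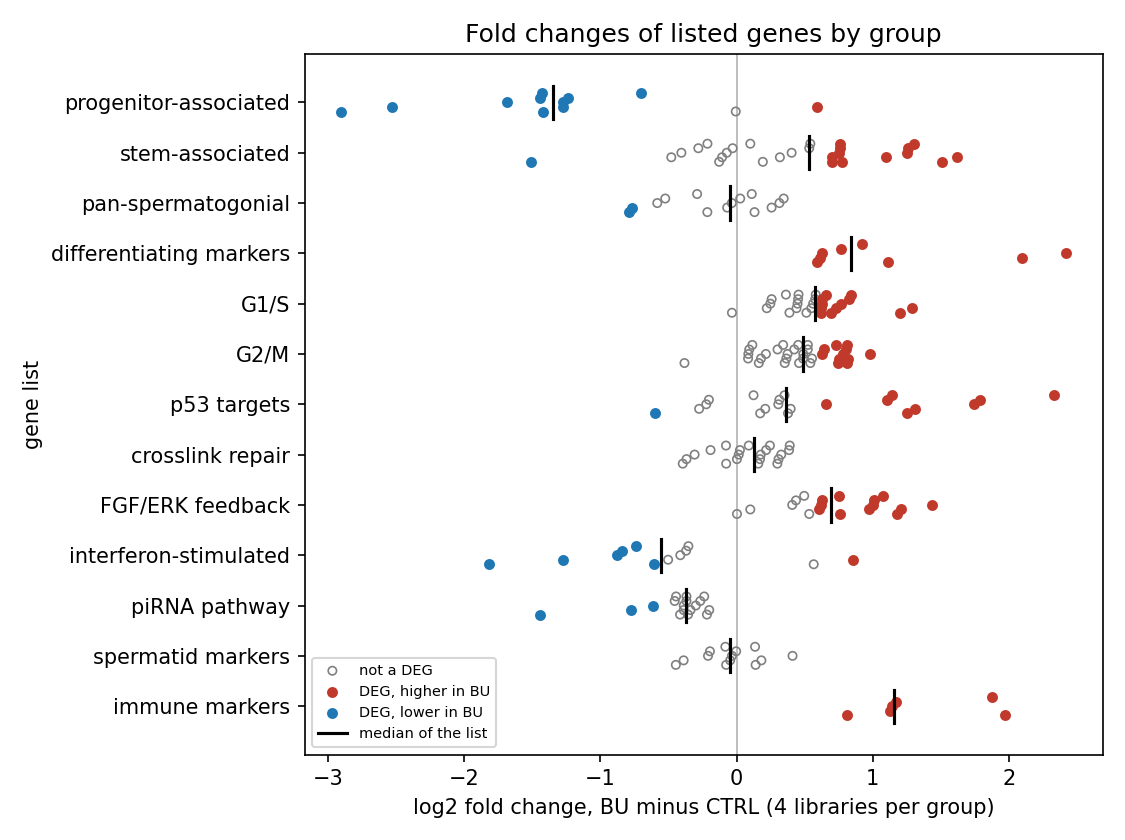
Log2 fold change of BU minus CTRL (x axis) for the listed members of 13 gene lists (y axis), with filled points for DEGs, open points for the others and bars at the medians. Progenitor-associated genes have a median of -1.35 and FGF/ERK feedback genes of 0.69, and spermatid markers lie around 0 (median -0.047).

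Of the 30 genes the study named from these libraries, 21 rose, 5 fell and 4 did not pass (camera adjusted p = 4.5e-11), and since they were chosen on these samples this is not independent evidence. The adhesion molecule Epcam rose from 29.6 ± 2.19 to 67.9 ± 3.63 CPM and Plaur, the urokinase receptor gene, from 0.784 ± 0.112 to 3.47 ± 1.11 CPM. Adjusted over the list alone, counts of rises and falls were as over all genes in 29 of the 30 lists, and the immediate early list had 3 falls in place of 2. Of the 13 lists that passed camera, 11 had p under 0.05 with an estimated correlation and 9 an adjusted p under 0.05. These were the progenitor-associated, G1/S, G2/M, p53, FGF/ERK, interferon, piRNA, study-named and differentiating lists. Their adjusted p from camera with an estimated correlation ran from 0.0058 (G2/M) to 0.045 (differentiating), far above those with the preset correlation.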

Values the study reported

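The study reported 1949 genes as differentially expressed between regenerative and homoeostatic A_undiff at a false discovery rate under 0.05 and a fold change over 1.5. Among DEGs tied to the Oct4-GFP negative stem fraction, 234 of 242 were higher after BU, and among those tied to Oct4-GFP positive progenitors 241 of 258 were lower. Gfra1 and Id4 were stated not to be significantly altered. Of GDNF-responsive genes, 54 of 189 (29%) were upregulated, and 28 of 71 genes that GDNF represses (39%) were downregulated. By flow cytometry, over 90% of E-cadherin positive cells lacked c-KIT after BU, against about 30% in controls. The share of A_undiff with Oct4-GFP was also lower after BU. In the study's single-cell data, the progenitor cluster made up a much smaller part of A_undiff after BU than in controls.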

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

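The tests of the Kit pattern and of the C3 pattern were chosen only after the values had been seen. For 132 named genes and 6 library measures, each group of 4 libraries was searched for a library far from the other 3, by a gap, as a share of the group's range, over Dixon's 95% critical value. Of 276 groups 12 passed, against 13.8 expected by chance at 1 in 20. In CTRL, CTRL 2 was highest for Kit (gap 0.873 of the range, 20.9 CPM against 14.9 to 15.6), Ccnd2 (0.851, 182.2 CPM against 151.7 to 155.9) and the share of satellite-like genes (0.891, 0.599% against 0.117 to 0.170%), and lowest for Brca2 (0.833). CTRL 1 was lowest for Ankle1 (0.929), CTRL 3 for Top2a (0.886) and CTRL 4 for Egr2 (0.880). In BU, BU 4 was lowest for Fbxo32 (0.925, 9.54 CPM against 15.3 to 15.9) and Phlda1 (0.833). BU 3 was highest for Cldn11 (0.888, 5.74 CPM against 2.06 to 2.31), BU 2 was highest for Rin2 (0.851) and BU 5 lowest for Cdkn1b (0.903, 5.77 CPM against 7.27 to 7.46).

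Kit and the other differentiating markers were higher in BU although the sort excluded cells with c-KIT protein. Leydig cells carry Kit, and a gate on E-cadherin is meant to exclude them. They were argued against by the Leydig gene Star, whose log2 fold change had an upper 95% bound of 0.28 against 2.42 for Kit. Carry-over of differentiating spermatogonia remains open, since the other 7 markers varied with Kit between libraries of the same group more closely than most random lists matched on size and expression (percentile 96.05). Of the 8 markers 4 are also in other lists, and the most abundant, Kit and Sohlh2, reached 88.6 and 64.6 CPM. The study's flow cytometry found a smaller share of c-KIT positive cells among those with E-cadherin after BU, which speaks for a smaller pool for carry-over. Its single-cell data from the same sort gate held a cluster with high Kit expression, set aside as differentiating spermatogonia, so some such cells passed the gate. In those data Stra8, among the 8 markers, identified transitional A_undiff, which were more abundant after BU. A rise of these transcripts within c-KIT negative A_undiff is a further hypothesis and was not tested here.

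C3, Mme, Cp, Pax8 and the immune markers were higher in BU, with Cp chosen after its value was seen (5.45 to 16.6 CPM). A lower share of germ cells would raise every other cell type alike. Of 21 markers of other somatic cell types, 17 had an upper 95% bound below the immune median of 1.16. These included 9 of the 12 whose CTRL level was no higher than that of Mrc1. This argues against such a lower share, as far as the markers come from other cells, but less so near 1 CPM. Low immune markers could enter the listed genes through BU alone, which may raise that median, although Mrc1 (6.88 CPM in CTRL) rose by 1.13. Of low markers of other types, Cldn11 and Vwf (1.23 and 1.69 CPM in CTRL) were not below the median, while Inha (1.80 CPM) was. Immune cells, which a gate on E-cadherin is meant to exclude, remain a candidate source of the immune markers. In the study's single-cell data from the same sort gate, small clusters were set aside as contaminating somatic cells, with Cd74 among their markers. The immune markers varied together within groups (percentile 99.2 of matched random lists). The most abundant, Mrc1, reached 15.7 CPM, and 0 of the 6 are in another list. Duct epithelial cells, which carry E-cadherin, cannot be told apart from other sources of C3, Mme and Cp: all 15 listed duct genes varied with them at percentile 99.84, but this includes Bcam, Pax8, Slc34a2 and Dsp (correlations of 0.978, 0.948, 0.906 and 0.873), whose correlations had been seen before the test was chosen, and the 11 others were at percentile 53.23. Of 40 duct genes 15 are listed, 6 rose (Bcam from 1.66 to 7.59 CPM), 2 fell, 3 are in another list and the study named 0, and a change of expression in A_undiff was not tested.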

How the results depend on the processing

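Removal of the length and GC trend, the fits without mitochondrial genes, with the satellite-like share as a covariate and without BU 3 and BU 5 were chosen after the data were seen. The count of 1949 DEGs ranged from 1763 (without CTRL 3) to 2021 (without BU 3) as each library was left out, was 1920 in edgeR and 1931 in DESeq2, and was 1837 without BU 3 and BU 5. In these fits, under the other scalings, weights and covariates and without mitochondrial genes, no DEG was called in the opposite direction, and 76.9% (without BU 3 and BU 5) to 99.9% of the 1949 were kept. A filter of 50 counts in 4 libraries removed 810 genes and gave 1781. No filter and a filter of 10 counts in 1 library removed 0 genes and tested nothing.

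By construction, stricter or looser thresholds moved the counts. With treat there were 375 DEGs (171 higher, 204 lower), 6 stem-associated and 4 cell cycle DEGs higher, and 53 of the 98 named DEGs. Without a fold threshold there were 4693 (2222 higher, 2471 lower), and with a fold change over 2 there were 664 (352 higher, 312 lower). Without members the study named, 6 stem-associated and 5 progenitor-associated DEGs remained. The stem-associated list had adjusted p = 0.1924 with an estimated correlation and 0.6336 without study-named and shared members, against 2.8e-06 to 2.1e-04 as each library was left out. Fry called 21 lists in place of 13. Direction reversed for 6 genes that were not DEGs, and the cause was not tested: leaving out each library, Star ranged from -0.1335 to 0.0616, Alas2 from -0.0122 to 0.2088, Oaz3 from -0.316 to 0.0151, Muc1 from -0.1825 to 0.0046 and Cdh1 from -0.0767 to 0.0045. Star was 0.057 with the satellite-like covariate, and Smcp was -0.0435 without BU 3 and BU 5. No paired analysis was possible because the BU columns could not be tied to the replicate numbers of the labels. Depth limits genes near 1 CPM most, and genes below that level were not analysed here.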

Other observations

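The genes in this and the next paragraph, the screen of gene names and of chromosomes, removal of the length and GC trend, and the splits without members the study named were chosen after the data had been seen. Ptch1, the receptor and feedback target of Hedgehog signalling, had the smallest adjusted p of all genes, falling from 190.1 to 54.1 CPM (log2 fold change -1.81, SE 0.07, limma adjusted p = 6.4e-11), while Gli2, a transcription factor of the same pathway, rose from 1.38 to 5.54 CPM. Ogt, the gene of the O-GlcNAc transferase, fell by 1.17 (SE 0.06) on the log2 scale. The X-linked non-coding RNA Xist fell from 34.7 to 10.8 CPM. The growth factor gene Igf2 rose from 93.8 to 195.4 CPM. Psmb10 (-1.51, SE 0.11), Gbp3 (-1.68, SE 0.14), Cd274 (-1.44, SE 0.14) and Irf1 (-1.15, SE 0.09) also fell.

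Of 159 families of genes that share a name stem and have 10 or more members, 3 passed camera. Histone genes had 19 rises among 32 members (median 0.64, adjusted p = 3.5e-08), led by Hist1h2bl from 15.2 to 46.1 CPM and Hist1h2aa from 22.8 to 62.6 CPM. Mcm genes had a median of 0.42 (adjusted p = 0.00148), and Parp genes fell in 3 of 11 cases, Parp9, Parp10 and Parp14 (median -0.39, adjusted p = 0.0157). Mcm2 to Mcm7 and Mcm10 are also in the G1/S list, and Parp14 in the interferon-stimulated list. The Mcm and Parp families are thus not independent of those lists. With an estimated correlation none passed over the 159 families (adjusted p = 0.872 for each, unadjusted p = 0.0402, 0.0312 and 0.0296). The medians had the same sign under the 3 other scalings, but a scaling shifts all genes alike, so this says little about single families. Many histone genes are near-identical copies, so single histone values are uncertain. None of 21 chromosomes passed (lowest camera adjusted p = 0.994).

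The libraries can be divided into 35 splits of 4 and 4. For the 1949 DEGs 1 of 35 splits, the real one, gave as many, and the highest of the other splits gave 21, all in the same direction. The real split ranked first, the strongest result that 35 splits allow. The other splits mix both groups on each side, so a group difference adds to their spread and lowers their counts. They do not show how many DEGs would be called without a group difference. The sides of the other splits have no order, so the 993 higher and the 956 lower were each compared with the larger of the 2 directions, 21 at most, and again 1 of 35 splits gave as many. For the 12 stem-associated, 10 progenitor-associated and 23 cell cycle DEGs the highest of the other splits gave 0, but the study chose some of these genes on these libraries, so the splits decide nothing for these counts. Without those genes the real counts were 6, 5 and 16 and the highest of the other splits again gave 0, but 33 of the 34 other splits called 0 genes in all, so the splits decide nothing for these counts either. For the 13 gene lists that passed camera, 4 of 35 splits gave as many or more and the highest of the other splits gave 13, so chance is not excluded for the number of lists. The 16 splits with 3 libraries of 1 group on a side, which partly follow the real groups, gave 9 to 13 lists, and the 18 balanced splits gave 0 to 3.

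The mean length of protein-coding genes, weighted by counts, was 8.22 ± 0.0624 kb in CTRL and 7.90 ± 0.0925 kb in BU (exact permutation p = 0.0286, the smallest possible with 4 against 4). Across genes, the slope of expression on length was -0.0037 in CTRL and 0.0037 in BU, a difference of 0.0074 (exact permutation p = 0.343). Its direction was opposite to that of the weighted mean length. A trend with length and GC content as the whole cause of the DEGs was argued against, since 94.8% of the DEGs were kept when the trend was removed from each library. For length alone this adds little, since the small slopes left little length trend to remove. The share of satellite-like genes was 0.252 ± 0.233% in CTRL and 0.722 ± 0.448% in BU (exact permutation p = 0.143). In BU 3 it was 0.109%, against 0.7385 to 1.177% in the other BU libraries and 0.117 to 0.599% in CTRL.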
